A study of Mus musculus with 7 samples.

How the data were processed

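Tumour-bearing brain hemispheres of 7 tamoxifen-treated mice with CT-2A glioma were dissociated, frozen and thawed, and live cells positive for CD45 or CD11b (or both) were sorted for droplet 5-prime single-cell RNA sequencing, 1 library per mouse. 4 mice carried the Sall1-CreERT2 driver and floxed Siglece alleles (Siglece KO, named KO here) and 3 carried the floxed alleles without the driver (WT). Per the labels, the driver allele was made on a B6;129 background and the floxed allele on B6.129P2, and both genotypes received tamoxifen.

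The deposited matrix gives expected counts: UMIs per gene and cell, not scaled, and not all of them whole numbers. It holds 55491 gene rows and 28644 cells with 207882564 UMIs. Of its non-zero values, 7.51% were not whole numbers, in 7503 gene rows, and these values carried 8.71% of the UMIs; how they arose was not stated. A value above 0 occurred in 31358 gene rows. The deposited cell table gives counts of detected genes per cell and the mitochondrial and ribosomal content as percent of the UMIs of the cell, with the library, a cell type name and a cell cycle phase. The aligner, the counting tool, the genome build, the gene annotation, the filters on cells, the handling of doublets and the method behind the cell type names were not stated. Of the gene symbols in the matrix, 95.8% (53181) were found in GENCODE M21 (build GRCm38), which supplied the gene positions used here; the build used by the authors was not stated, so positions were used only for distances around Sall1.

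The 23 cell type names given by the authors were joined into 9 classes: microglia, monocyte-derived cells (monocytes and macrophages), mo-DCs (monocyte-derived dendritic cells), conventional dendritic cells, plasmacytoid dendritic cells, T cells, NK cells, B cells, and tumour or stromal cells. The names were checked against marker lists, counting for each list the markers with their highest level in the matching class. These were 7 of 8 microglia markers, 8 of 12 monocyte-derived markers, 9 of 11 dendritic cell markers, 7 of 7 plasmacytoid dendritic cell markers, 8 of 10 T cell markers, 8 of 8 NK cell markers and 6 of 7 B cell markers. No class was named for border-associated macrophages, neutrophils, or mast cells and basophils. Instead 5 of the 8 border-associated macrophage markers had their highest level in monocyte-derived cells, 3 of the 8 neutrophil markers in mo-DCs, and 2 of the 5 mast cell and basophil markers in conventional dendritic cells. Xist and Y-linked genes in the immune cells gave the sex of each mouse: KO replicates 1 and 2 and WT replicate 3 were female, and the other 4 were male.

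UMIs were summed per mouse and class, and the sums were rounded to whole numbers. The analysis had been laid out for whole UMI counts, and the rounding was adopted when the values that are not whole were seen. Libraries with fewer than 20 cells of a class were left out of the fit of that class. These were KO replicate 3 for microglia (13 cells), KO replicate 1 for B cells (8 cells), and KO replicates 1 and 3 for tumour or stromal cells (17 and 1 cells). Each class was fitted in edgeR 4.0.16 with TMM scaling, filterByExpr, robust quasi-likelihood dispersions and 1 term for genotype; a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in the class. Log2 fold changes are KO over WT. Siglece fell below the filter in microglia, so it was kept in a separate fit of the same libraries, a step chosen after this was seen. Whether the genotype effect differed between microglia and monocyte-derived cells was tested in edgeR with 1 term per mouse, a class term and a class-by-genotype term. Gene lists were tested with camera of limma 3.58.1 on voom values (correlation between genes preset at 0.01), adjusted over the lists of a class. The lists were MHC class II presentation, MHC class I presentation, interferon response, inflammatory cytokines and NF-kB targets, phagocytosis, homeostatic microglia, disease-associated microglia, proliferation and dissociation stress in microglia and monocyte-derived cells. In T cells they were T cell effector, T cell exhaustion, proliferation, interferon response and dissociation stress. The marker and gene lists, the tests and the rule for naming genes were fixed before the data were examined. Genes are named when they passed the adjusted threshold with CPM (UMIs of the gene per 1e6 UMIs) that did not overlap between the groups (up to 5 in each direction), when they are Siglece, Sall1 or another Siglec gene, or when they are members of a list that passed when adjusted over the list alone. Other genes named in the text were chosen after their values were seen, and this is said there.

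Shares of cells were compared by exact permutation tests over the 35 ways to divide 7 mice into 4 and 3, two-sided, where the smallest possible p is 0.0286; with 3 mice against 3 the smallest possible p is 0.1. The share of microglia with a Siglece UMI was computed after every cell was thinned to 1507 UMIs, the 10th percentile of microglia, with shallower cells left out. For a gene at 0 UMIs, the level that 3 UMIs would give was taken as the limit. Counting intervals are exact 95% intervals. The interferon score is the mean log2 CPM of the tested list genes per mouse. The spread between mice and the depth together set the precision. In the fitted libraries the sums of microglia ran from 50922 to 553819 UMIs per mouse and those of T cells from 1693475 to 21820675. KO replicate 3, left out of the microglia fit, had 36794.

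The alternatives, whose effect is given at the end, were median-of-ratios scaling, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, and leaving out each mouse. Further alternatives were equal numbers of cells per mouse, leaving out the 5% of cells with the most UMIs, the largest sub-type of a class alone, and sex as a term. For lists and shares they were fry and an estimated correlation for the lists, shares of the myeloid or lymphoid cells, edgeR on cell counts, and other depths for the share of Siglece-positive microglia. Keeping libraries with few cells, sex as a term for the lists and the smaller classes, and the shares of sub-types within their class were added after the data had been seen. The fits were tested on simulated data with the library sizes and spread of each comparison. In these data 200 genes were changed by 1.5 on the log2 scale, raised and lowered in equal numbers. They were drawn only from genes with high mean counts, so the share called was not tested for genes with few UMIs, such as Siglece in microglia. In microglia edgeR called 95.5% of the 200 with 11 false calls, in monocyte-derived cells 89.5% with 13, and in T cells 81% with 15; the false calls of DESeq2 were 6, 37 and 42. Computations ran in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). The result for 1 gene is not reported here. Cell cycle phases were compared between groups only as the authors gave them, after the data had been seen, and the rows of 4 transgenes in the matrix were used only where stated.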

Results

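The 7 libraries held between 1410 cells (KO replicate 1) and 5856 cells (KO replicate 4), with a median of 4479 (KO replicate 2) to 9554 (KO replicate 1) UMIs per cell. The 3 WT libraries held 2934, 4449 and 3946 cells. T cells and monocyte-derived cells made up most of the cells, and microglia were few: 113 in the 4 KO mice and 301 in the 3 WT mice, with a median of 3058.5 UMIs.

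The first question was whether the transcript of the targeted gene fell in microglia, where the driver acts, and not in other cells. Siglece had 3 UMIs among 454659 in KO microglia (2, 1, 0 and 0 in replicates 1 to 4) and 46 among 1345210 in WT microglia (20, 19 and 7). This is 7.57 ± 9.46 CPM (mean ± SD, n = 4) against 33.5 ± 13.9 CPM (n = 3), and a pooled ratio of 0.193 with a counting interval of 0.0384 to 0.600. KO replicate 2, at 19.6 CPM from 1 UMI, lay above WT replicate 3 at 18.6 CPM. In edgeR, with KO replicate 3 left out, the log2 fold change was -2.17 with an SE of 0.77, and its adjusted p of 0.239 did not pass the threshold. The alternative that moved the value most was the low-quality microglia alone, the largest sub-type, at -4.29 (SE 2.81, adjusted p = 0.875). KO replicates 1, 2, 3 and 4 held only 20, 14, 13 and 34 such cells. Over 15 alternatives the change lay between -4.29 and -1.43 and the adjusted p between 0.169 and 0.875. The deficit was thus larger than counting error but did not pass a correction over 4821 genes at this depth. The counts are per gene and do not show which part of the transcript was read. A Siglece UMI left in KO microglia may therefore come from a transcript of the recombined allele. Neither the ratio nor the share of positive cells given below measures how often the allele was deleted. In monocyte-derived cells, which the driver does not target, Siglece was at 44.1 ± 3.50 CPM in KO and 43.5 ± 14.6 CPM in WT, a pooled ratio of 1.01 (0.927 to 1.10), and in mo-DCs at 76.4 ± 14.5 and 88.7 ± 8.88 CPM. The edgeR log2 changes there were 0.04 (adjusted p = 0.988) and -0.26 (adjusted p = 0.746); the first turned to -0.01 without KO replicate 1 and to -0.19 without WT replicate 3.

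**Figure D1:**
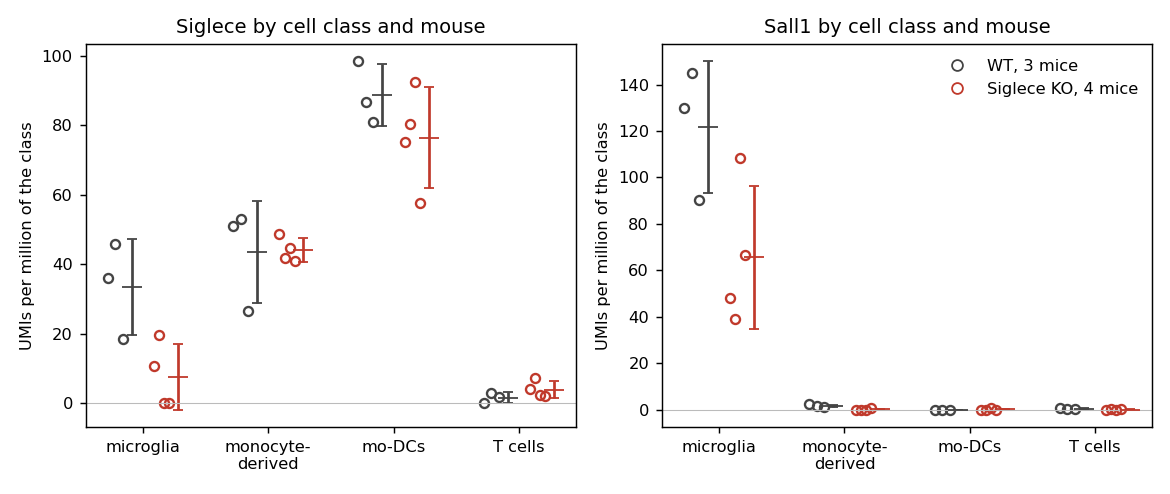
Siglece and Sall1 in CPM per mouse in microglia, monocyte-derived cells, mo-DCs and T cells; points are mice, with the mean and SD of 4 KO and 3 WT mice. Siglece lay between 0 and 19.6 CPM in KO microglia and between 18.6 and 45.9 CPM in WT microglia, and Sall1 at 65.6 CPM on average in KO and 122 CPM in WT microglia.

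After thinning every cell to 1507 UMIs, 1.17 ± 1.45% of KO microglia (n = 4) and 4.20 ± 1.44% of WT microglia (n = 3) had a Siglece UMI (exact permutation p = 0.0571, two-sided; 101 KO and 271 WT cells). In cells that should lack the gene, the shares at the same depth were 0.672% in KO and 0.223% in WT T cells and 0.316% and 0.467% in B cells, whose median depths before thinning were 4748 and 7302 UMIs. The KO microglia share was within 1 SD of these background shares. Without thinning, 2.02% and 12.0% of microglia were positive (exact permutation p = 0.0286, the smallest possible), and at 3058 UMIs per cell, with 55 and 152 cells left, 5.40% and 10.3% (exact permutation p = 0.457). In monocyte-derived cells the thinned shares were 6.01% and 5.78%.

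Sall1, the locus of the driver, was also lower in KO microglia. It had 27 UMIs (65.6 ± 30.7 CPM, n = 4) against 166 UMIs in WT (122 ± 28.3 CPM, n = 3), a pooled ratio of 0.481 (0.308 to 0.726). The edgeR log2 change was -1.16 with an SE of 0.34 (adjusted p = 0.140; 0.0900 to 0.675 over 15 alternatives), with all 3 fitted KO mice below the 3 WT mice; KO replicate 3, at 108 CPM from 4 UMIs, lay above WT replicate 3 at 90.1 CPM. In monocyte-derived cells Sall1 had 3 UMIs in KO, all in replicate 4, and 58 in WT (30, 15 and 13), a ratio of 0.0915 (0.0183 to 0.281).

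The second question was whether the makeup of the sorted cells differed between the genotypes. Monocyte-derived cells made up 17.0 ± 6.29% of the cells in KO (n = 4) and 43.3 ± 10.5% in WT (n = 3), with all 4 KO mice below all 3 WT mice (exact permutation p = 0.0286, the smallest possible, two-sided). T cells made up 58.6 ± 15.9% and 25.4 ± 12.9%, with all 4 KO mice above all WT mice (exact permutation p = 0.0571). Microglia were at 0.909 ± 0.848% and 2.78 ± 0.942%, with 3 KO mice below all WT mice and KO replicate 1 (2.13%, counting interval 1.44 to 3.02%) above WT replicate 2 (2.07%, 1.67 to 2.53%; exact permutation p = 0.0857). NK cells were at 4.75 ± 2.30% and 1.75 ± 0.570% (exact permutation p = 0.0857). After adjustment over the 9 classes none passed: the adjusted values were 0.193 for these 4 classes, and 0.206 for conventional dendritic cells (8.15% against 12.1%). They lay between 0.441 and 0.914 for mo-DCs (5.42% and 6.89%), plasmacytoid dendritic cells (2.35% and 2.09%), B cells (1.71% and 3.98%) and tumour or stromal cells (1.12% and 1.65%). The shares of the 9 classes add up to a fixed total. Among the classes with a lineage share, the denominator moved the difference in percentage points most, except in microglia. In microglia the difference of -1.88 points became -1.60 as a share of the myeloid cells, and -2.28 to -1.34 without 1 mouse. As a share of the myeloid cells alone, monocyte-derived cells were at 51.0 ± 2.65% and 64.2 ± 6.60%, again with all 4 KO mice below (exact permutation p = 0.0286, adjusted 0.229). On this scale mo-DCs and conventional dendritic cells turned from lower to higher in KO, by 5.68 and 6.21 percentage points. As a share of the lymphoid cells alone, T cells were at 89.4 ± 5.19% and 79.3 ± 11.8%, with 1 KO mouse above all WT mice instead of 4 (exact permutation p = 0.2). NK cells were at 8.09% and 6.86% (exact permutation p = 0.771) and B cells at 2.55% and 13.8% (exact permutation p = 0.0571, adjusted 0.229). The edgeR test on cell counts gave log2 changes of -1.35 for monocyte-derived cells, -1.67 for microglia, 1.43 for NK cells and 1.20 for T cells, with adjusted p of 0.121, 0.121, 0.121 and 0.163.

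**Figure D2:**
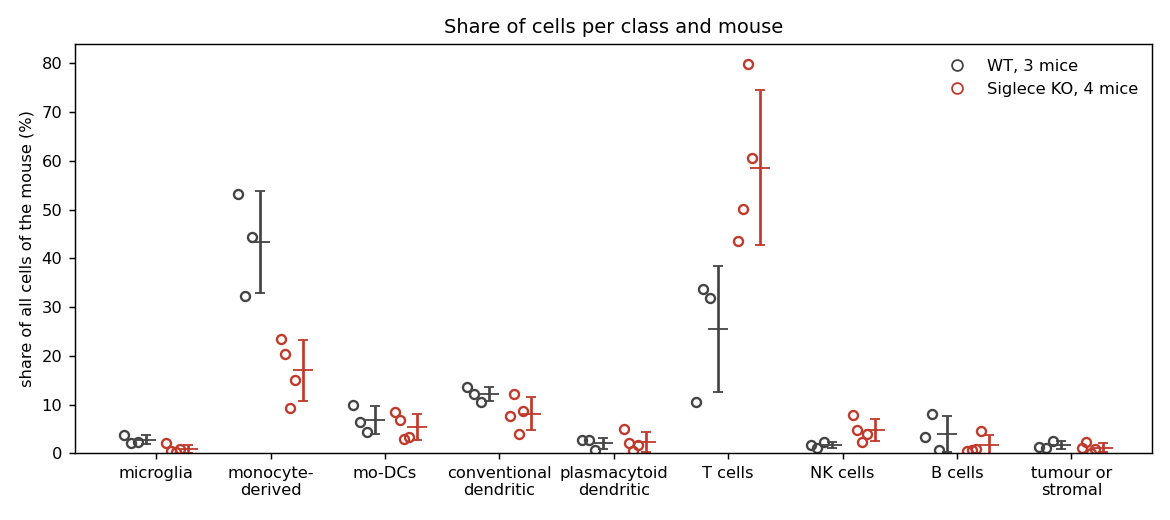
Share of each cell class in percent of all cells of a mouse; points are mice, with the mean and SD of 4 KO and 3 WT mice. The 4 KO mice sit between 43.5 and 79.9% T cells, above the WT mice at 10.6 to 33.8%, and between 9.25 and 23.5% monocyte-derived cells, below the WT mice at 32.3 to 53.1%.

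None of the 18 sub-type shares within a class passed adjustment, a comparison added after the data had been seen. Low-quality or activated microglia, the larger of the microglia sub-types, made up 75.7 ± 16.3% of KO and 56.1 ± 7.20% of WT microglia, higher in all 4 KO mice (exact permutation p = 0.0857, adjusted 0.386). Precursor-exhausted CD8 T cells made up 37.8 ± 12.8% of KO and 17.6 ± 15.6% of WT T cells (exact permutation p = 0.171, adjusted 0.441). Gamma-delta T cells were at 1.35% and 10.4% of T cells, the latter set by WT replicate 1 at 25.7% beside 3.32 and 2.30% in the other WT mice (exact permutation p = 0.0857, adjusted 0.386).

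In microglia, edgeR called 2 of 4820 genes, with 570 at an unadjusted p under 0.05; DESeq2 called 6. The count moved most, to 50, when every mouse was thinned to 21 cells, where 1630 genes were tested and neither of the 2 genes was called. Cxcl13 was lower in KO, with 2 UMIs in KO microglia, both in replicate 4, and 250 in WT (145, 57 and 48), a pooled ratio of 0.0237 (0.0029 to 0.0865) and an adjusted p of 1.07e-04. It passed in all 13 alternatives that tested it. The non-coding gene Gm34455 was higher, at 104 ± 28.4 CPM in KO (n = 3) and 17.2 ± 3.78 CPM in WT (n = 3), a log2 change of 2.51 (SE 0.43, adjusted p = 0.00325). It passed in 10 of 14 alternatives and not without KO replicate 4 (2.31), without WT replicate 1 (2.34), in the low-quality microglia alone (1.97) or with KO replicate 3, at 0 UMIs, kept (2.31); its adjusted p ranged from 4.75e-04 to 0.246. The groups did not overlap for 18.7% of the tested genes, where chance gives 10% for 3 mice against 3. Without 1 mouse at a time the count ran from 3 (without WT replicate 1) to 15 (without KO replicate 2).

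Among list members in microglia, 0 of 134 passed over all genes tested and 11 passed when adjusted over the list alone. Axl (log2 change 1.17) and Apoe (0.78) were higher, and Lgals3 (-1.74), Ctsl (-1.10), Cd9 (-0.92), Itgam (-0.87), Fcrls (-0.85), Fcgr4 (-0.80), Olfml3 (-0.75), Cst3 (-0.68) and Cx3cr1 (-0.68) were lower. Over all genes tested, Axl and Lgals3 each passed in 5 of 15 alternatives, Ctsl in 4, Apoe in 2 and Olfml3 in 1. The other named members passed in none. Of the other Siglec genes tested in microglia, Cd33 changed by 0.89 (adjusted p = 0.180), Siglec1 by 0.77 (adjusted p = 0.407) and Siglech by 0.07 (adjusted p = 0.941), the last of either sign across the alternatives (-0.33 to 0.26). Cd33 passed in 1 of 15 alternatives, the equal number of cells per mouse, at 1.38. In monocyte-derived cells Cd33 (0.51), Siglecg (1.34), Siglec1 (-0.23), Siglech (-0.33) and Cd22 (-0.19) were not called.

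In monocyte-derived cells edgeR called 0 of 11943 genes (675 at an unadjusted p under 0.05; DESeq2 called 20), in T cells 0 of 13043 (855; DESeq2 36) and in mo-DCs 0 of 10501 (798; DESeq2 34). The same held in conventional dendritic cells, with 0 of 11753 (817; DESeq2 15), and in B cells, with 0 of 4648 (44; DESeq2 3). Leaving out KO replicate 4 raised the counts to 5 in monocyte-derived cells and 2 in each of T cells, mo-DCs and conventional dendritic cells. In plasmacytoid dendritic cells edgeR called 3 of 6663 genes: Zfp36l2 was higher (log2 change 0.81, adjusted p = 0.0368), and Shisa5 (-1.02, adjusted p = 0.0368) and Sct (-2.18, adjusted p = 0.0406) were lower. None of the 3 held in every alternative, and none was called without KO replicate 1, KO replicate 2, WT replicate 1 or WT replicate 3, or with sex as a term. In NK cells 1 of 7068 was called, Basp1 (-2.41, adjusted p = 0.0276), which was lost without KO replicate 2, 3 or 4 and without WT replicate 1 or 3 (-1.62). Basp1 was also lost with the replicate number as a block, and passed in 6 of 12 alternatives. In tumour or stromal cells, with 2 KO and 3 WT mice, 3 of 10431 were called at an adjusted p of 0.0354: Thy1 (3.79), Chac1 (-2.22) and Nme1 (-1.36, with 75.0% of its UMIs in values that are not whole). Thy1 had 68 and 20 UMIs in these KO cells and 0, 3 and 6 in WT, at 25.3 and 1.55 CPM, beside 1060.6 CPM in KO T cells, and 0 of the 3 genes were called without WT replicate 3.

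Of the gene lists in microglia, camera called homeostatic microglia (median log2 change -0.47, adjusted p = 2.27e-04, 4 of 17 genes up), disease-associated microglia (-0.59, adjusted p = 6.02e-04, 4 of 18 up) and phagocytosis (-0.30, adjusted p = 0.00276, 6 of 24 up) as lower in KO. It called inflammatory cytokines and NF-kB targets (0.31, adjusted p = 0.0113, 14 of 16 up) and dissociation stress (0.33, adjusted p = 0.0239, 10 of 12 up) as higher. The test used moved these calls most: under fry only phagocytosis held (adjusted p = 0.0163), and with the correlation estimated from the data none of the 5 held. The first 3 lists held without any 1 mouse. The inflammatory list was lost without KO replicate 1 (0.18), WT replicate 1 (0.11) or WT replicate 2 (0.14), and its median changed sign without KO replicate 4 (-0.04). Dissociation stress was lost without KO replicate 1 (0.30), KO replicate 4 (0.14), WT replicate 1 (0.19) or WT replicate 2 (0.34). MHC class II presentation (-0.52, adjusted p = 0.257), MHC class I presentation (-0.10, adjusted p = 0.592), interferon response (0.05, adjusted p = 0.633) and proliferation (-0.03, adjusted p = 0.983) were not called. The first of these was called as lower without KO replicate 4 (-0.82) or WT replicate 1 (-0.84).

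In monocyte-derived cells camera called interferon response (-0.56, adjusted p = 9.45e-09, 1 of 23 up), homeostatic microglia (-0.15, adjusted p = 0.00327), disease-associated microglia (-0.13, adjusted p = 0.00420) and proliferation (-0.17, adjusted p = 0.0407) as lower in KO. MHC class II presentation (0.63, adjusted p = 9.72e-05, 9 of 10 up) was called as higher. None of the 5 held under fry or an estimated correlation. The interferon and MHC class II lists held without any 1 mouse. Homeostatic microglia was lost without WT replicate 2 (-0.08), and disease-associated microglia without KO replicate 3 (-0.10). Proliferation was lost without 5 of the 7 mice, with the sign of its median changed without KO replicate 3 (0.01) or WT replicate 1 (0.03). Of the homeostatic members, Crybb1 (-3.58) passed when adjusted over the list alone, 1 of 160 list members in this class, and 0 passed over all genes. Crybb1 was at 0.444 CPM in KO and 5.65 CPM in WT. Microglia, or doublets with microglia, under a monocyte-derived name are weighed below for Sall1 but were not tested for Crybb1 or these lists. No change within this class is therefore read from Crybb1 or from either microglia list. MHC class I presentation (0.05, adjusted p = 0.746), inflammatory cytokines and NF-kB targets (-0.07, adjusted p = 0.135), phagocytosis (-0.08, adjusted p = 0.134) and dissociation stress (adjusted p = 0.844) were not called; for dissociation stress the median was 0.07 while the mean was -0.01 and the test pointed down. Of 12 alternatives, the inflammatory and phagocytosis lists each passed in 2, and MHC class I presentation and dissociation stress each in 1.

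In T cells camera called interferon response (-0.85, adjusted p = 1.15e-17, 0 of 23 up) and proliferation (-0.25, adjusted p = 0.00206, 2 of 20 up) as lower and T cell exhaustion (0.52, adjusted p = 1.23e-04, 9 of 9 up) as higher in KO. None of the 3 held under fry (0.138 for interferon response) or an estimated correlation (0.186). Proliferation was also lost without KO replicate 3 (-0.11) or WT replicate 3 (-0.03). T cell effector (0.13, adjusted p = 0.143) and dissociation stress (0.08, adjusted p = 0.360) were not called. T cell effector passed in 3 of 12 alternatives and dissociation stress in 0. The makeup of the T cells was not weighed for the exhaustion list. Precursor-exhausted CD8 cells made up 37.8% of KO and 17.6% of WT T cells, and exhausted CD8 cells 11.4% and 4.88%, neither passing adjustment. No change within cells is therefore read from the exhaustion list. When adjusted over the list alone 16 of 76 list members passed, all of them interferon response genes and lower in KO, and 0 passed over all genes.

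The interferon list was then scored per mouse in every class, a comparison chosen after the T cell result was seen. All 4 KO mice lay below all 3 WT mice in T cells (mean log2 CPM 5.03 ± 0.18 and 5.91 ± 0.52) and mo-DCs (6.20 ± 0.32 and 7.28 ± 0.60). Each had an exact permutation p = 0.0286, the smallest possible, and an adjusted value of 0.129 over the 9 classes. In conventional dendritic cells all 4 also lay below (5.64 and 6.42; exact permutation p = 0.0571, adjusted 0.171). Plasmacytoid dendritic cells (5.87 and 6.92; exact permutation p = 0.0857) and monocyte-derived cells (6.71 and 7.33; exact permutation p = 0.229) had 3 of 4 KO mice below. In microglia the groups overlapped (7.17 ± 0.68 and 7.37 ± 0.18; exact permutation p = 0.9). NK cells, B cells and tumour or stromal cells had lower KO means without separation (differences of -0.30, -0.47 and -0.24). WT replicate 1 had the highest score of all mice in T cells (6.39) and mo-DCs (7.97).

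**Figure D3:**
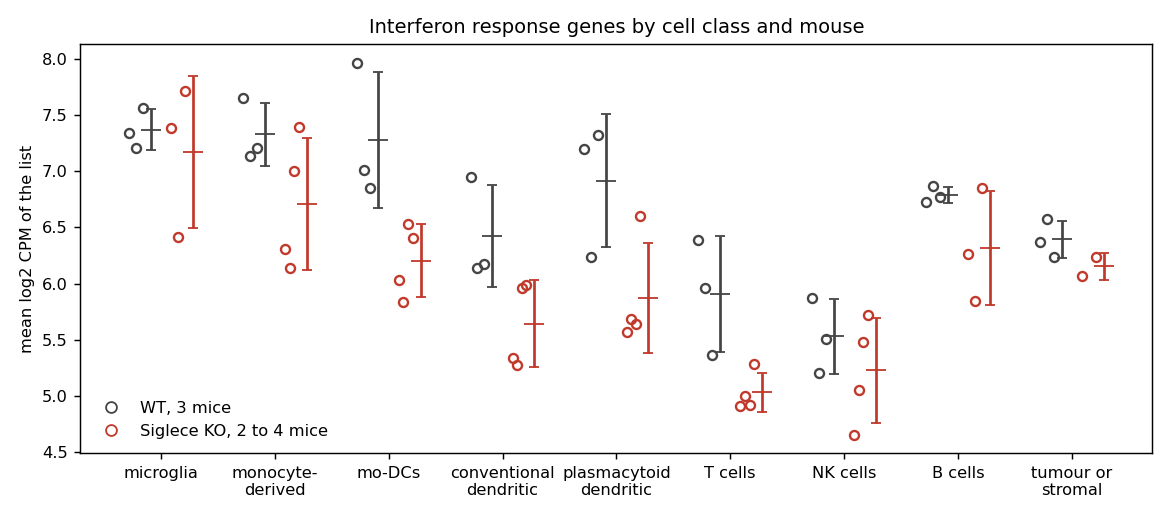
Mean log2 CPM of the interferon response genes per mouse in each cell class; points are mice, with the mean and SD of up to 4 KO and 3 WT mice. In T cells the KO mice lie between 4.91 and 5.29 and the WT mice between 5.36 and 6.39.

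Members of the interferon list also passed when adjusted over the list alone in mo-DCs (23 of the 24 members that passed; the other was Fcgr1, at -0.82), conventional dendritic cells and plasmacytoid dendritic cells, all lower in KO, while 0 passed over all genes. The counts over the list alone were 24 of 154 in mo-DCs, 12 of 155 in conventional dendritic cells, 10 of 101 in plasmacytoid dendritic cells, 7 of 125 in tumour or stromal cells, and 0 of 118 in NK cells and 0 of 98 in B cells.

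The difference between the genotype effect in microglia and that in monocyte-derived cells was tested directly, with 3 KO and 3 WT mice. edgeR called 62 of 11858 genes, 17 with a more positive change in microglia and 45 with a more negative one, and 1273 at an unadjusted p under 0.05. The median difference over all genes was -0.16 with TMM scaling and -0.06 with median-of-ratios scaling, under which 47 genes were called (21 and 26), 43 of them among the 62. The smallest p belonged to Lgals3 (difference -2.35; -1.74 in microglia and 0.14 in monocyte-derived cells), Cdkn1a (1.72; 1.65 and -0.07), Adam8 (-2.51; -1.75 and 0.07) and Pgk1 (-1.83; -1.34 and -0.01), named after their values were seen. The count fell to 13 without KO replicate 1 and 15 without WT replicate 1 and rose to 115 without KO replicate 4. Siglece was not called (-2.41, adjusted p = 0.101).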

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

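The tests of the outlying shares and of the outlying Sall1 level against small numbers of cells or UMIs, both tests of the Cre UMIs, the test of free RNA for Sall1 in monocyte-derived cells and the splits for the list differences between classes were chosen only after the result was seen; the others below were written down before.

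Each share and level was screened for a KO mouse far from the other 3, by the gap to the nearest mouse over the whole range (Dixon's 95% critical value). Of 56 groups of 4 mice tested, 6 had such a mouse where chance gives about 1 in 20, or 2.8.

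B cells made up 4.66% of the cells of KO replicate 4, against 0.864% in the nearest KO mouse. The number of cells counted does not account for this gap (Fisher exact p = 2.28e-34; 273 of 5856 against 41 of 4744 cells). The WT mice spread as widely, from 0.634 to 8.02%, so a difference between mice in the tissue taken or in the animals, independent of genotype, stays open and was not tested.

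KO replicate 3 had 0% of its microglia under the name Microglia and 100% under the low-quality name, against 69.4% low-quality in the nearest mouse. These are 2 sides of 1 share over 13 cells. The gap is not beyond counting error once the 56 groups screened are taken into account (Fisher exact p = 0.0266 before that; 0 of 13 against 15 of 49 cells), so counting stays open. A sample of lower cell quality, or a boundary between the names that depends on depth, stays open.

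KO replicate 1 stood apart in 2 sub-types: proliferating macrophages at 11.1% of monocyte-derived cells (nearest 3.42%) and gamma-delta T cells at 4.40% of T cells (nearest 0.413%). Neither gap is explained by the number of cells (Fisher exact p = 3.25e-07 for 37 of 332 against 37 of 1082 cells, and 2.04e-12 for 27 of 613 against 11 of 2663). KO replicate 1 had the fewest cells and the highest depth of all mice, so a difference in loading, which may change how cells are named, stays open. WT replicate 1, the library with the next fewest cells, had the highest WT share of both sub-types (8.85 and 25.7%). No biological explanation was tested, as the design gives none for a single KO mouse.

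Sall1 in monocyte-derived cells was at 0.533 CPM in KO replicate 4 and at 0 in the other 3 KO mice. At equal levels all 3 UMIs would fall in any 1 of the 4 KO mice with a probability of 0.0674, so counting error is a possible explanation. The wider pattern is that WT mice had 1.67 CPM (counting interval 1.27 to 2.15) in this class. Free RNA from microglia would reach all droplets alike, and the other classes do not agree on it. WT mo-DCs had 0 Sall1 UMIs, for a limit of 0.435 CPM. WT conventional dendritic cells had 12 UMIs (0.702 CPM, against 0.115 in KO) and WT T cells 7 (0.408 CPM, against 0.053 in KO), a fall that free RNA predicts, so it stays open. Cells that are microglia, or doublets with microglia, under a monocyte-derived name are a candidate explanation: the 41 cells with a Sall1 UMI (3 KO and 38 WT) had 6.60 times the level of the other 7 microglia markers found in cells without one (2467 against 374 CPM; 4451 CPM in microglia). Since KO mice had fewer microglia and a lower Sall1 level in them, the lower value in KO monocyte-derived cells need not reflect a change in that class.

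The genotype effect differed between microglia and monocyte-derived cells for 62 genes. In 1 of the 10 splits of the 6 mice, the real one, as many genes were called; the highest count in the others was 9, in the split that follows the sex of the mice. With 10 splits chance cannot be excluded, because the real split alone is 1 of 10. RNA from monocyte-derived cells, fewer in KO, would lower their markers in KO microglia, but the 8 tested markers went both ways (median change 0.21, range -0.68 to 2.15, 4 of 8 lower), so this stays open. Lower depth of the KO microglia stays open as well: other genes of the same level had a median change of -0.068, but scaling centres that median near 0 at any depth, so the test is void. RNA of T cells stays open: a set of T cell genes near the floor in WT microglia rose in KO microglia, but the set was picked by a low WT level, so the test, with 0 called genes in the set, is void. A difference in microglial state between the genotypes, as the design would give, stays open too. The count rests on few libraries, at 13 without KO replicate 1 and 115 without KO replicate 4.

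As lists, the difference between microglia and monocyte-derived cells was called by camera for MHC class II presentation (-1.12), disease-associated microglia (-1.003), interferon response (0.44), phagocytosis (-0.40), dissociation stress (0.23) and MHC class I presentation (-0.23), to be read beside the median of -0.16 over all genes. None of the 6 held under fry or an estimated correlation, where the smallest adjusted p was 0.0583 and 0.0610. As many lists were called in 1 of the 10 splits, the real one, with up to 5 in the others, so chance cannot be excluded here either. Inflammatory cytokines and NF-kB targets (0.10), homeostatic microglia (-0.05) and proliferation (-0.26) were not called.

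Cre had 2 UMIs in KO microglia, both in replicate 4, and none in any other cell of either group. This row of the matrix was used in no comparison. The level is 4.40 CPM with a counting interval of 0.533 to 15.9. Free RNA or misassigned reads would be spread over the other cells of the KO mice, which had 0 UMIs among 116712642, for a limit of 0.0257 CPM, and this argues against them. Against the WT microglia, however, the number is too small: at equal levels both UMIs would fall in the KO microglia with a probability of 0.0638, so chance stays a possible explanation beside expression of the driver.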

How the results depend on the processing

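Sex as a term for the lists and the smaller classes, all libraries however few cells, and the shares of sub-types within their class were chosen after the data had been seen; the other alternatives were fixed before. Over the 25 results that answer a comparison, 205 of 284 alternatives left the direction and the side of the threshold as they were, 51 moved a result past the threshold or raised a count more than 1.5 times, 23 did the reverse and 5 reversed a sign. Over 54 single genes, lists and sub-type shares, 503 of 650 did so, 32 moved a result past the threshold, 79 moved one back and 36 reversed a sign, most of these for medians near 0. For shares with a mouse left out or with the replicate block, the side of the threshold was fixed in advance. These count as unchanged unless the direction turned, and say nothing on the threshold. The cause of the changes below was not tested unless it is stated.

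Siglece and Sall1 in microglia stayed lower in KO and short of the threshold under all 15 alternatives run for each. No share of a class passed adjustment under any alternative. Cxcl13 in microglia passed in all 13 alternatives that tested it.

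With no filter on low counts, so that genes with few UMIs were tested too, the genes changed numbered 41 in microglia (main value 2), 5 in monocyte-derived cells (0), 182 in mo-DCs (0) and 14 in conventional dendritic cells (0). They numbered 38 in plasmacytoid dendritic cells (3), 3 in T cells (0), 27 in NK cells (1), 14 in B cells (0) and 167 in tumour or stromal cells (3). The interaction of genotype and class fell to 37 genes (62). DESeq2 gave 6, 20, 34, 15, 6, 36, 4, 3 and 16 in the same order of classes. On simulated data it made 37 and 42 false calls in monocyte-derived cells and T cells where edgeR made 13 and 15.

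The same number of cells per mouse gave 50 genes in microglia, of which 0 were among the 2 called otherwise, with 1630 genes tested. Without the cells with most UMIs there were 21, and in the largest sub-type alone 5 in microglia (0 shared) and 2 in monocyte-derived cells. Sex as a term gave 10 genes in microglia, 0 in plasmacytoid dendritic cells and 7 in tumour or stromal cells, and all libraries, however few cells, gave 11 in tumour or stromal cells. Median-of-ratios scaling left every count within 1.5 times, at 47 for the interaction.

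The gene lists called in microglia fell from 5 to 1 with fry, 0 with an estimated correlation and 3 with sex as a term. In monocyte-derived cells they fell from 5 to 0 with fry and 0 with an estimated correlation, and in T cells from 3 to 0 and 0. The interferon response list in microglia reversed with sex as a term (-0.034).

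Leaving out 1 mouse at a time, the genes changed ran from 3 (without WT replicate 1) to 15 (without KO replicate 2) in microglia, and 0 to 5 in monocyte-derived cells. They ran from 0 to 2 in each of mo-DCs, conventional dendritic cells and T cells (the higher value without KO replicate 4, as in monocyte-derived cells). The range was 0 (without KO replicate 1, KO replicate 2 or WT replicate 3) to 12 (without WT replicate 2) in plasmacytoid dendritic cells, 0 to 3 in NK cells and 0 (without WT replicate 3) to 10 (without WT replicate 2) in tumour or stromal cells. In B cells it stayed at 0. The interaction of genotype and class ran from 13 (without KO replicate 1) to 115 (without KO replicate 4). The gene lists called ran from 3 to 5 in microglia and from 3 to 6 in monocyte-derived cells.

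The following changed sign when 1 mouse was left out. In microglia these were Siglech (-0.20 to 0.24) and the lists for MHC class II presentation (-0.84 to 0.12), MHC class I presentation (-0.26 to 0.029), interferon response (-0.082 to 0.18), inflammatory cytokines and NF-kB targets (-0.042 to 0.51) and proliferation (-0.32 to 0.21). In monocyte-derived cells they were Siglece (-0.19 to 0.21) and the lists for MHC class I presentation (-0.034 to 0.15), inflammatory cytokines and NF-kB targets (-0.33 to 0.10), proliferation (-0.54 to 0.032) and dissociation stress (-0.073 to 0.26). In T cells they were the T cell effector list (-0.10 to 0.55) and the dissociation stress list (-0.061 to 0.18). Among shares, in percentage points, they were mo-DCs (-2.77 to 0.0389), plasmacytoid dendritic cells (-0.653 to 0.888) and the sub-type share of Macrophages (Proliferating) (-3.36 to 0.0979). Siglech in microglia also changed sign with no filter on low counts (-0.050), without the cells with most UMIs (-0.21) and in the largest sub-type alone (-0.29).

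As a share of the lineage, the share of cells reversed for mo-DCs (5.68 points) and conventional dendritic cells (6.21 points), by construction, since T cells no longer count in the denominator. The share of microglia with a Siglece UMI differed by -9.97 points when cells were not thinned and passed (exact permutation p = 0.0286, two-sided); the cause was not tested.

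Mice with the same replicate number did not pair: the correlations of their residuals across genes, over all classes, ran from -0.448 to 0.134, no higher than those of other mice, and genes are not independent replicates. With the replicate block the genes changed numbered 17 in microglia, 3 in monocyte-derived cells, 8 in mo-DCs, 5 in conventional dendritic cells, 40 in plasmacytoid dendritic cells, 3 in T cells, 6 in NK cells and 27 in B cells. It could not be fitted in tumour or stromal cells. Under it Siglech in microglia (-0.33), the lists for MHC class II presentation (0.033), interferon response (-0.089) and proliferation (0.057) in microglia, and those for MHC class I presentation (-0.029) and dissociation stress (-0.0093) in monocyte-derived cells changed sign.

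Depth limits the microglia most. With 454659 UMIs in all KO microglia and 36904 to 186615 per mouse, 3 UMIs in 1 KO mouse correspond to 16.1 to 81.3 CPM. For KO replicates 2 and 3 (58.7 and 81.3 CPM) this lies above the 33.5 CPM of Siglece in WT, so a lack of UMIs in these 2 mice would decide nothing. For KO replicates 1 and 4 (16.1 and 16.7 CPM) it lies below.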

Other observations

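The tests of Siglece against depth, of Sall1 against allele copies, of the T cell and monocyte-derived shares, of the windows along the genome, of the splits for genes near Sall1 and for gene lists, and of WT replicate 1 and of monocyte-derived RNA for the interferon list were chosen only after the result was seen; the remaining tests of this part were written down before.

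Siglece in KO microglia was set against depth. Among 4829 genes of 0.5 to 2 times its WT level, its ratio of KO to WT was at percentile 0.746, so a loss of depth in KO microglia is not a likely cause. For Sall1 the percentile was 1.37 among 2195 genes, with the same reading. The pooled Sall1 ratio of 0.481 lies near 0.5, which is consistent with the loss of 1 of 2 Sall1 copies at the driver allele, a hypothesis found on these data.

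Chance cannot be excluded for the number of genes called within classes, which is not a test of any single gene. As many genes as in the real split came from 2 of 10 splits in microglia, 6 of 35 in plasmacytoid dendritic cells and 12 of 35 in NK cells. The other splits gave up to 3 (the split that follows the sex of the mice), 13 and 16 genes. Where 0 genes were called every split gives at least as many (35 of 35 in monocyte-derived cells, mo-DCs, conventional dendritic cells and T cells, and 10 of 10 in B cells), so the count decides nothing there. Some splits gave many more: 104 genes in monocyte-derived cells and 276 in B cells. Sex is not the source of the 2 genes called in microglia, since both, 2 of 2, stayed called with sex in the model.

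For the lists, as many were called in 3 of 10 splits in microglia, 15 of 35 in monocyte-derived cells and 16 of 35 in T cells, so the number of called lists is what other groupings of these mice give. A p as small as the real one came from 3 of 10 splits for homeostatic microglia and 1 of 10 for disease-associated microglia in microglia. The corresponding numbers were 6 of 35 for MHC class II presentation and 9 of 35 for interferon response in monocyte-derived cells, and 4 of 35 for T cell exhaustion and 2 of 35 for interferon response in T cells. Chance can be excluded for none of them.

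The lower homeostatic list in KO microglia was weighed against the larger share of low-quality microglia, on UMIs pooled over all mice of a group and not on the edgeR fit of the report, so that the medians differ from those given there. Within each sub-type the median change was still at least 0.692 of that in all microglia (-0.36 and -0.37 against -0.53), so the sub-type share is unlikely to be the whole cause. For the disease-associated list the smaller ratio was -0.108 (0.08 in low-quality microglia, -0.40 in the others, -0.71 in all), with few cells in each, and the sub-type share cannot be told apart from a change within cells. Members of this list moved both ways, with Axl and Apoe higher and Lgals3, Cd9 and Ctsl lower in KO.

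The lower interferon list in KO T cells may reflect their makeup in part. Within the precursor-exhausted CD8 cells, the largest sub-type, the difference was 0.345 of that in all T cells (-0.30 against -0.88), although WT replicate 1, the mouse with the highest score, had 21 such cells. RNA from monocyte-derived cells, more frequent in WT, may raise the list in WT T cells. The 7 markers that WT T cells had at under 10% of the monocyte-derived level put its share at 2.40 to 3.17% of the UMIs of WT T cells. Taking this share off changed the WT score by -0.10 on average, where the groups differed by -0.88, which argues against it as the whole cause. In monocyte-derived cells the ratio within the largest sub-type was 0.845 (-0.52 against -0.62), so the makeup by sub-type is not the whole cause there. Without WT replicate 1, the difference in T cells was still 0.722 of that with all mice (-0.63 against -0.88), and in mo-DCs 0.678, so that mouse is not the whole cause. A lower interferon response in KO tumours stays open.

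Markers of T cells were 2.21, 2.65 and 3.57 times higher in KO than in WT in monocyte-derived cells, mo-DCs and conventional dendritic cells, the smallest of the 3 ratios being 2.21. The ratio in mo-DCs rested in part on KO replicate 4 and was 1.77 without it. T cell RNA, free or in doublets, is a candidate explanation for T cell genes that appear higher in the KO myeloid cells, since T cells made up more of the KO libraries. No such gene should be read as expressed by those cells. The UMI sums were not corrected for free RNA.

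The higher T cell share in KO did not rest on WT replicate 1 alone, which had the lowest share: without it the difference of the means was still 0.776 of that with all mice (25.7 against 33.1 percentage points), so 1 aberrant library is an unlikely sole cause. The lower share of monocyte-derived cells did not follow from more T cells alone, as the lowest WT share among myeloid cells was 3.01 points above the highest KO share. Differences in tumour size or in the part of the hemisphere taken were not tested, and with 7 mice none of these shares passed adjustment.

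Genes near Sall1, on chromosome 8, were tested for flanking sequence of the 129 strain, which only the KO mice would carry around the driver. In the test written down first, 11.2% of the tests within 10 Mb of Sall1 had an unadjusted p under 0.05 against 6.59% elsewhere, a ratio of 1.70, but 0 of the 8 called genes with a position lay there. This left the hypothesis open. After the ratio was seen, the region was ranked among 12559 windows of the same width: its 11.1% (908 tests of 152 genes) was at percentile 99.4, with a window median of 6.50% and a 95% point of 9.26%. Over the 6 classes with all 7 mice, 1 of 35 splits, the real one, gave a ratio as large (2.03; the next largest was 2.00 and the median 0.977). This is the smallest share that 35 splits can give, with another split close behind, and the raised ratio had been seen in the same mice, so it excludes chance only weakly. Among the widest changes were those in Gm26532, higher in KO with an unadjusted p under 0.05 in 6 of 8 classes, Gm37352, higher in 6 of 8, and Arl2bp, higher in 5 of 8; none passed adjustment. The 5 classes for Arl2bp included tumour or stromal cells (log2 change 0.524). Cells of an injected line, which these may be, would carry the same sequence in both groups. Flanking sequence would then not account for that change. That class was also counted in the 11.2% and the 11.1%, but not among the 6 classes of the splits. Strain sequence linked to the driver may still account for some of the small expression differences between the genotypes in the other classes. Cre-negative mice would not control for it.

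Tumour or stromal cells of the 4 male mice had Xist at 443 to 1270 CPM and Y-linked genes at no more than 0.0441 of their level in the other cells. This is consistent with cells of an injected line without a Y chromosome. The transgene rows tdTomato and pEGFP had most of their UMIs in these cells, 57 and 16 in KO and 72 and 85 in WT, and GFP had none.

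By the cell cycle phases given by the authors, compared after the data had been seen, 28.3 ± 2.64% of KO NK cells (n = 4) and 39.3 ± 2.13% of WT NK cells (n = 3) were outside G1. All 4 KO mice lay below all 3 WT mice (exact permutation p = 0.0286, adjusted 0.257 over the 9 classes). The other 8 classes had an exact permutation p of 0.143 or more. The phases were not called again at a fixed depth, so a difference in depth or in free RNA stays open and no difference in cycling is read from them.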
